A study of Homo sapiens with 4 samples. Its data were reported in "Induction of mitochondrial dysfunction as a strategy for targeting tumour cells in metabolically compromised microenvironments" (2014).

How the data were processed

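Total RNA was prepared from HCT116 cells grown as monolayers or as spheroids, 2 independent cultures of each, and hybridized as biotin-labelled cRNA to 1-colour Affymetrix oligonucleotide arrays, 1 array per culture. The authors normalized the arrays with MAS5, per the labels and the methods, and the deposited values are linear signal intensity per probe set. The MAS5 version is not given in the sources used here. The mean of each array without its lowest and highest 2% was 500.1, so arrays had been scaled to one total. This scaling sets the average of each array equal and removes any change in the amount of mRNA per cell. Detection calls, which the study also used to filter probes, were not used here.

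The table held 54675 probe sets, 62 of them controls. In the platform annotation supplied, 41091 other probe sets had 1 gene symbol, 1801 had several and 11721 were not listed. Only probe sets with 1 symbol were named. Matching by gene identifier to the RefSeq gene table of the GRCh38.p14 assembly changed 0 symbols. No genome build is named for the values, and no positions are given.

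Signals were analysed as log2(signal + 32), which understates the change of dim genes. Probe sets with a mean over the 4 arrays above 300 units were kept, after the threshold in the study's methods, which left 15911 probe sets. Each gene was represented by its probe set with the highest mean, giving 8721 genes. Of 1489 called genes with several tested probe sets, 16 had a probe set called in the opposite direction. Spheroid and monolayer arrays were compared with limma (version 3.58.1, R 4.3.3), using lmFit and eBayes with an intensity trend, a two-sided test and the Benjamini-Hochberg adjustment over all genes tested. The fit had 2 residual degrees of freedom and a prior worth 10.5. The median standard error of a log2 difference was 0.19.

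There were 20 gene lists with 521 members, of which 478 had a probe set with 1 symbol and 393 passed the filter. Members that passed are called tested. The filter on the mean of all arrays also passes genes that are bright in 1 culture type alone. Lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 20 lists, then with an estimated correlation and with fry. No list was called with the estimated correlation. The study's ranked-list procedure was adapted with fgsea (version 1.28.0): 1 probe set per gene was ranked on the log2 ratio of the group mean signals, without present calls, with 1000 permutations of genes. Permuting genes ignores their correlation, so camera decided the calls. The study's own gene sets were not used here.

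Lists, thresholds and the rule for named genes were set before the data were examined. The rule took the 12 largest increases and the 12 largest decreases among called genes whose groups did not overlap, up to 4 called members of each list by size of difference (or the 2 with the smallest p if none was called), and 22 genes tied to the study's assays, of which 20 were tested. Genes outside the rule are said to have been chosen after their values were seen.

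Simulated data had the same 8721 genes, means and residual spreads. The limma fit recovered 34.3% of genes changed by 0.5 on the log2 scale, 92.5% of those changed by 1 and 100% of those changed by 2. There were 15 unchanged genes among 166 calls, and camera called the 1 list that was raised and no other. Only 67, 67 and 66 genes were changed by 0.5, 1 and 2, whereas 3455 genes were called in the data. These rates may therefore not hold for the data.

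Arrays of one group correlated across genes at 0.984 (monolayer) and 0.979 (spheroid), and arrays of different groups at 0.889 to 0.902. Genes are not independent replicates. No values were identical between arrays. Monolayer arrays differed by over 2-fold in 51 genes and spheroid arrays in 52. The signal of the 3' over the 5' ACTB control was 2.64 and 2.34 in monolayers and 2.82 and 3.00 in spheroids, and that of GAPDH 1.07 and 1.02 against 0.931 and 0.921. Alternatives were other filters, constants, scalings and probe set rules, no intensity trend, the replicate number as a block, each array left out, a fold threshold, the methods' t-test, which the study named for other assays, and, chosen after seeing the data, scaling to the Bacillus spike-in controls.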

Results

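Gene expression was measured in HCT116 cells, a human colon carcinoma line, grown either as monolayers or as multicellular spheroids (MCS), three-dimensional aggregates with a poorly supplied core. There were 2 untreated monolayer cultures and 2 untreated spheroid cultures, each on its own oligonucleotide array of 54675 probe sets. The study used this comparison to characterize the spheroid as a model of quiescent and hypoxic tumour cells. Each array had a trimmed mean signal of 500.1, and 27.5% to 30.0% of its probe sets were above 300 units. All log2 differences below are spheroid minus monolayer with their standard errors, n = 2 per group, and signals are means ± SD. The number of arrays limits the precision.

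Interferon-stimulated and hypoxia-inducible genes were among the 12 largest increases in spheroids. IFITM1, an interferon-induced membrane protein, had a signal of 14820 ± 1743 in spheroids against 186 ± 20.6 in monolayers, a log2 difference of 6.09 ± 0.17 (limma, adjusted p = 4.63e-10). IFIT1, IFI6, IFI27, BST2 and OAS1, all induced by interferon, differed by 5.70 ± 0.23, 5.50 ± 0.17, 5.48 ± 0.35, 4.06 ± 0.37 and 4.05 ± 0.35. FOS, NR4A2 and EGR3, transcription factors induced early after stimulation, were higher by 5.01 ± 0.27, 4.52 ± 0.23 and 4.18 ± 0.29. NDRG1 and ANKRD37, both induced by hypoxia, were higher by 4.91 ± 0.14 and 4.33 ± 0.43, and the nuclear receptor coactivator PNRC1 by 4.13 ± 0.19. The 2 spheroid cultures were far apart for ANKRD37, with signals of 4883 and 18785. The unspiked bacterial control probe sets had signals of 4.47 to 35.0, and the signals of OAS1 on both monolayer arrays (4.74 and 27.5) and of IFI27 (12.7) and BST2 (12.8) on monolayer replicate 1 lay in that range, where the added constant of 32 limits the difference.

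The 12 largest decreases were smaller than the 12 largest increases and included genes of cell division and DNA replication. The mitochondrially encoded ND6 had the largest decrease, -2.13 ± 0.27 (limma, adjusted p = 8.37e-05), although its monolayer signals were themselves far apart at 4460 and 9707. NCAPH, a subunit of condensin, differed by -1.76 ± 0.21, the phosphatase CDC25A, which drives entry into S phase, by -1.71 ± 0.27, the replication factor MCM10 by -1.65 ± 0.21 and the cell cycle transcription factor MYBL2 by -1.61 ± 0.20. CTPS1, which makes CTP, differed by -1.69 ± 0.18. The remaining large decreases were SLC16A14 (-1.86 ± 0.22), DDIAS (-1.74 ± 0.21), the neuropeptide gene GAL (-1.73 ± 0.16), POP1 (-1.67 ± 0.20), PGAM5 (-1.66 ± 0.25) and the meiotic recombination gene MND1 (-1.65 ± 0.17).

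Of 8721 genes tested, 1656 were higher and 1799 lower in spheroids (limma, adjusted p under 0.05), and 5266 were not called. At least 4-fold differences were found for 134 higher genes and 1 lower gene, ND6. Both spheroid arrays lay on one side of both monolayer arrays for 6104 tested genes (70.0%, where chance gives 33.3%). The counts rest on the scaling of the arrays: Bacillus spike-in controls were 1.87-fold brighter in spheroids, and scaling to them, an alternative chosen after seeing the data, shifted the median of all genes to -0.91 and gave 157 higher and 3656 lower genes. Differences are therefore relative to the total signal of each array.

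**Figure D1:**
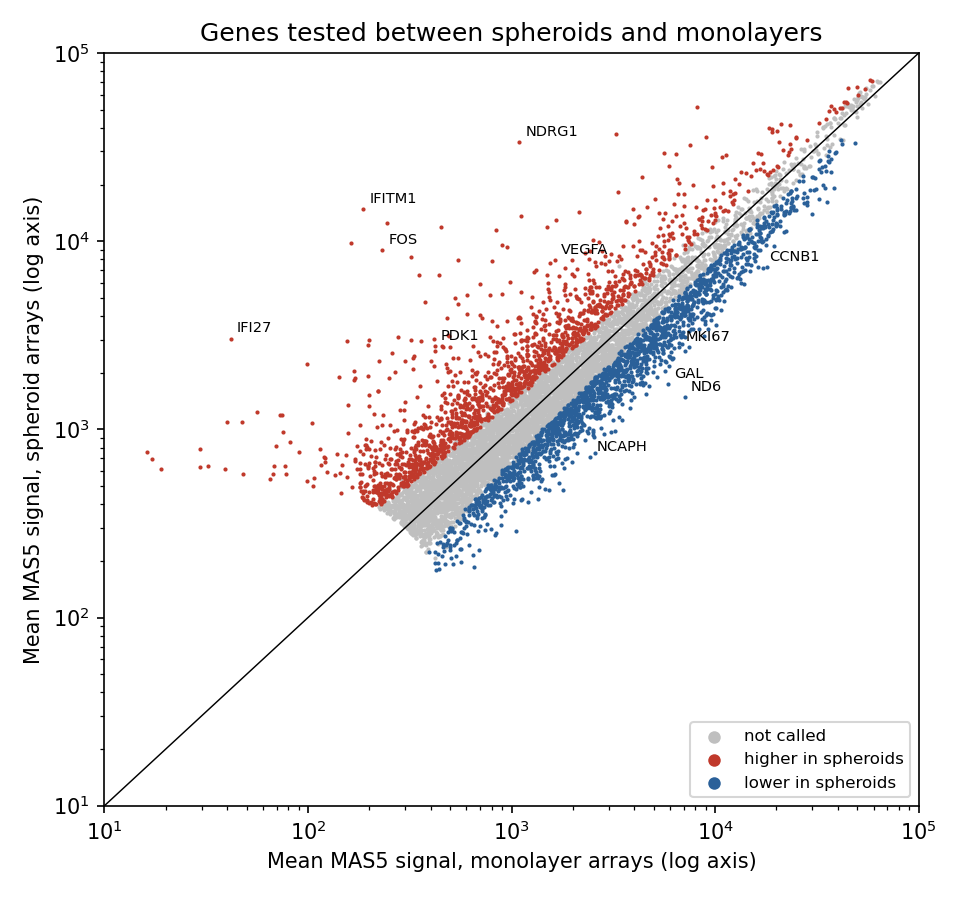
Mean MAS5 signal of each tested gene in the monolayer arrays (x, log axis) and the spheroid arrays (y, log axis), 2 arrays per group, with the line of equality. Red points are the 1656 genes called higher and blue points the 1799 called lower; increases reached further from the line than decreases, and with spike-in scaling the calls were 157 higher and 3656 lower.

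Hypoxia-inducible genes were higher in spheroids. Of 27 tested members of the list, 24 were higher and 0 lower, with a median log2 difference of 2.15 (1.34 with spike-in scaling, where 17 were higher and 1 lower), and 25 were higher and 0 lower when adjusted over the list alone. Besides NDRG1 and ANKRD37, the transcriptional repressor BHLHE40 differed by 3.78 ± 0.18 and the collagen prolyl hydroxylase subunit P4HA1 by 3.76 ± 0.18. VEGFA, the angiogenic growth factor, had a signal of 7955 ± 1937 in spheroids and 1629 ± 85.0 in monolayers (2.24 ± 0.17). BNIP3, a mitochondrial protein of mitophagy, differed by 1.77 ± 0.15 and DDIT4, an inhibitor of mTORC1, by 2.90 ± 0.31. The transcript of HIF1A itself was not called (0.10 ± 0.13, limma adjusted p = 0.557). For the list, limma's camera gave adjusted p = 5.37e-19, and adjusted p = 0.128 with an estimated correlation. In a ranked-list enrichment adapted from the study's procedure, the normalized enrichment score was 2.69 (nominal permutation p = 0.0015, the smallest the permutations could give).

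Glycolytic genes were also higher. Of 21 tested members, 15 were higher and 1 lower (median 0.93, and 0.028 with spike-in scaling, where 6 were higher and 1 lower), while 16 were higher and 1 lower when adjusted over the list alone. The aldolase ALDOC, the glucose transporter SLC2A3 and the enolase ENO2 differed by 3.78 ± 0.20, 3.73 ± 0.41 and 3.18 ± 0.18, and SLC2A3 was in the range of the unspiked controls on monolayer replicate 2 (27.6). PDK1, a kinase that restrains pyruvate entry into the citric acid cycle, differed by 2.64 ± 0.18 and the glucose transporter SLC2A1 by 1.31 ± 0.17. LDHA, already bright in monolayers (42721 ± 2465), was higher by 0.36 ± 0.097 (limma, adjusted p = 0.0116), a call lost without spheroid replicate 1 (log2 difference 0.41) or spheroid replicate 2 (0.30) and reversed in sign with spike-in scaling (-0.55). The lower member was the phosphofructokinase PFKM (-0.37 ± 0.14), named after its value was seen, and leaving out any of the 4 arrays ended its call, at -0.31 to -0.43. For the list, limma's camera gave adjusted p = 1.18e-08, and adjusted p = 0.271 with an estimated correlation. Its normalized enrichment score was 2.22 (nominal permutation p = 0.0015, the smallest possible).

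Genes of mitosis and DNA replication were lower almost throughout. Of 40 tested mitosis genes, 39 were lower and 0 higher (median -1.03, -1.92 with spike-in scaling, where 0 were higher and 40 lower), and 0 were higher and 39 lower when adjusted over the list alone. The proliferation marker MKI67 had a signal of 2733 ± 38.1 in spheroids against 6651 ± 849 in monolayers (-1.27 ± 0.15). CDC20, AURKB, PLK1 and AURKA, regulators of spindle assembly and mitotic exit, differed by -1.48 ± 0.14, -1.40 ± 0.18, -1.40 ± 0.29 and -1.36 ± 0.14, and cyclin B1 (CCNB1) by -1.25 ± 0.12. Of 41 tested replication genes, 39 were lower (median -0.98, -1.87 with spike-in scaling, where 0 were higher and 41 lower), and 0 were higher and 41 lower when adjusted over the list alone. The origin licensing factor CDC6 differed by -1.58 ± 0.22, cyclin E2 (CCNE2) by -1.49 ± 0.20 and the helicase cofactor CDC45 by -1.43 ± 0.20. For mitosis, limma's camera gave adjusted p = 7.87e-18, and adjusted p = 0.142 with an estimated correlation; for DNA replication the values were adjusted p = 1.95e-17 and adjusted p = 0.128 with an estimated correlation. The normalized enrichment scores were -3.22 for mitosis and -3.10 for replication (nominal permutation p = 0.0033 and 0.0034, the smallest possible).

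Genes of cell cycle arrest moved the other way. Of 13 tested arrest genes and FOXO targets, 11 were higher and 0 lower (median 1.20), and 12 were higher and 0 lower when adjusted over the list alone. With spike-in scaling 5 were higher and 0 lower (median 0.31). The cyclin-dependent kinase inhibitor CDKN1C differed by 3.10 ± 0.21, the atypical cyclin CCNG2 by 2.95 ± 0.19, the antiproliferative BTG1 by 2.40 ± 0.15 and the transcription factor KLF4 by 2.15 ± 0.19. CDKN1B, which encodes the p27 inhibitor used by the study to mark quiescent cells, had a signal of 5226 ± 872 in spheroids against 2831 ± 407 in monolayers (0.87 ± 0.17, and -0.022 with spike-in scaling). For the list, limma's camera gave adjusted p = 2.17e-08, and adjusted p = 0.128 with an estimated correlation. Of 22 tested p53 targets, 10 were higher and 3 lower (median 0.32, -0.54 with spike-in scaling, where 2 were higher and 4 lower), and 10 were higher and 3 lower when adjusted over the list alone. TP53INP1 (2.71 ± 0.24), GDF15 (1.96 ± 0.16) and GADD45A (1.47 ± 0.19) were higher, as was CDKN1A (0.80 ± 0.18, and -0.094 with spike-in scaling). TRIAP1, TIGAR and AEN, named after their values were seen, were the lower members at -0.56, -0.65 and -0.87, and the call of TIGAR was lost without monolayer replicate 2 (-0.62). For p53 targets, limma's camera gave adjusted p = 0.0116, and adjusted p = 0.285 with an estimated correlation. Their median was 0.49 without monolayer replicate 1 and 0.51 without spheroid replicate 2.

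Endoplasmic reticulum (ER) stress genes moved in both directions. Of 20 tested members of the unfolded protein response, 9 were higher and 4 lower (median 0.27, -0.63 with spike-in scaling, where 0 were higher and 7 lower), and 10 were higher and 4 lower when adjusted over the list alone. The co-chaperone DNAJB9, the mannosidase-like EDEM1 and the sensor ATF6 were higher by 1.57 ± 0.16, 1.13 ± 0.26 and 1.03 ± 0.19, and the call of EDEM1 was lost without spheroid replicate 2 (0.98). SDF2L1 was lower (-1.50 ± 0.17), as were the chaperone genes DNAJB11 (-0.80), CRELD2 (-0.63) and HYOU1 (-0.55), named after their values were seen. The call of HYOU1 was lost without monolayer replicate 1 (-0.54), monolayer replicate 2 (-0.56) or spheroid replicate 2 (-0.50). HSPA5, which encodes the chaperone BiP stained in spheroid cores by the study, had a signal of 42556 ± 2017 against 32339 ± 2242 (0.40 ± 0.10, limma adjusted p = 0.00844). Its call was lost without spheroid replicate 1 (0.35), and its sign turned with spike-in scaling (-0.51). CASP4, a caspase linked to ER stress, was higher (1.66 ± 0.21) and EIF2S1, the eIF2 alpha subunit, was lower (-0.93 ± 0.13). The study reported phosphorylation of eIF2 alpha and activation of caspase-4 in spheroids, which transcript levels do not measure. The arrays do not separate the core of a spheroid from its rim. The list was not called by limma's camera (adjusted p = 0.207, and adjusted p = 0.348 with an estimated correlation), while fry, which asks whether members move one way on balance, gave adjusted p = 0.0195.

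Targets of ATF4 split into higher and lower members. Of 21 tested, 6 were higher and 6 lower, with counts of 6 and 6 when adjusted over the list alone, and 1 and 8 with spike-in scaling. The stress-induced ATF3 (2.47 ± 0.17), PPP1R15A (1.36 ± 0.23) and DDIT3 (1.12 ± 0.27) were higher, the last not without spheroid replicate 1 (0.71). The amino acid transporter SLC7A5 (-1.48 ± 0.17) and the serine synthesis enzyme PSAT1 (-1.17 ± 0.13) were lower, and ATF4 itself was not called (0.12 ± 0.14). The median was -0.05 (-0.90 with spike-in scaling) and the mean 0.07, of opposite sign. The median ran from -0.28 without spheroid replicate 1 to 0.078 without monolayer replicate 2, and the list was not called (limma's camera, adjusted p = 0.943, and adjusted p = 0.964 with an estimated correlation).

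**Figure D2:**
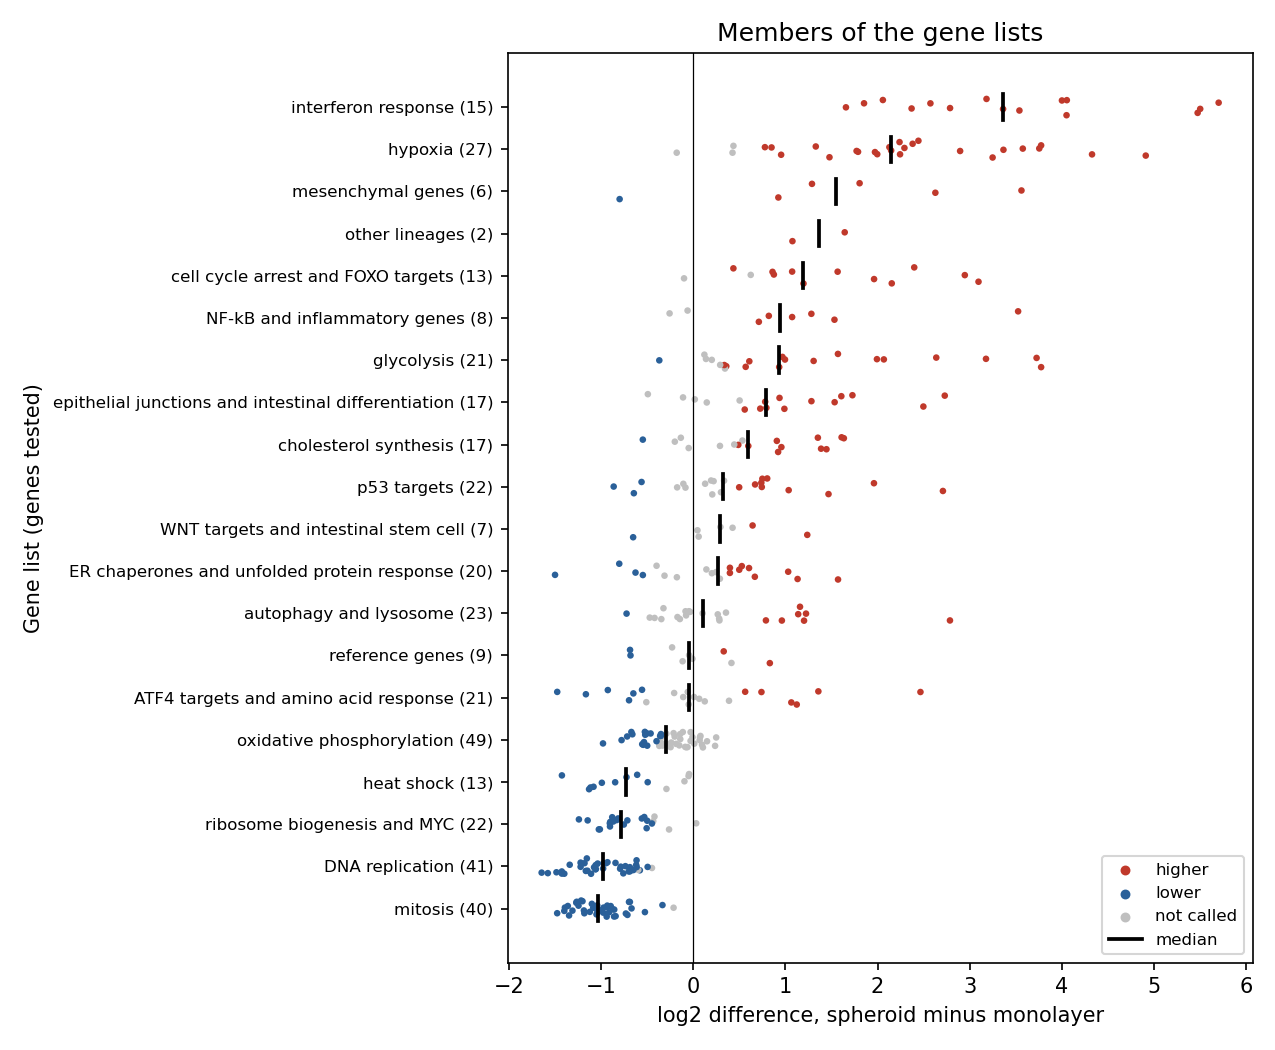
Log2 difference between spheroid and monolayer arrays (x) of each tested member of the 20 gene lists (y, number of genes tested in brackets), red where called higher, blue where called lower and grey where not called, with a black bar at the list median. Medians ran from -1.03 for mitosis to 3.36 for the interferon response; with spike-in scaling the medians of the p53, WNT, cholesterol, epithelial, ER and autophagy lists fell below 0.

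Nuclear genes of oxidative phosphorylation were lower or not called. Of 49 tested, 17 were lower, 0 higher and 32 not called (median -0.29), and 0 were higher and 17 lower when adjusted over the list alone. With spike-in scaling 35 were lower (median -1.19). The ATP synthase subunit ATP5MC1 differed by -0.98 ± 0.15 and the complex I subunits NDUFS3 and NDUFB3 by -0.78 ± 0.14 and -0.72 ± 0.14, whereas COX4I1 (-0.14 ± 0.10) and the outer membrane channel VDAC1 (-0.033 ± 0.12) were not called. For the list, limma's camera gave adjusted p = 4.88e-04, and adjusted p = 0.410 with an estimated correlation; its median was -0.19 without spheroid replicate 2 and -0.13 without _x_at and _s_at probe sets. Of 23 tested autophagy and lysosome genes, 7 were higher and 1 lower (median 0.10, -0.73 with spike-in scaling, where 1 was higher and 7 lower), and 7 were higher and 1 lower when adjusted over the list alone. VMP1, needed for autophagosome formation, was higher by 2.79 ± 0.24, the phosphoinositide-binding WIPI1 by 1.22 ± 0.21 and the protease CTSB by 1.20 ± 0.14. MAP1LC3B, the LC3 gene, had a signal of 5448 ± 607 against 2473 ± 486 (1.14 ± 0.17), and SQSTM1 was not called (0.28 ± 0.18), although it passed without monolayer replicate 1 (0.51), without _x_at and _s_at probe sets (1.12) and as the mean of its probe sets (0.55). The lower member was MCOLN1 (-0.73 ± 0.26), named after its value was seen, whose call was lost without monolayer replicate 1 (-0.64), monolayer replicate 2 (-0.81) or spheroid replicate 2 (-0.49). The autophagy list was not called (limma's camera, adjusted p = 0.0783, and adjusted p = 0.271 with an estimated correlation), but was called with no signal filter (adjusted p = 0.0368), as means of probe sets (0.0271), without _x_at and _s_at probe sets (0.0454) and by fry (0.0136). Its median ran from 0.059 without monolayer replicate 2 to 0.33 without monolayer replicate 1, and was 0.18 with no filter, 0.21 as means of probe sets and 0.45 without _x_at and _s_at probe sets.

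Cholesterol synthesis genes were higher for 10 and lower for 1 of 17 tested (median 0.60, -0.30 with spike-in scaling, where 0 were higher and 2 lower), and 11 were higher and 1 lower when adjusted over the list alone. The sterol reductase TM7SF2, the demethylase MSMO1, the sterol sensor INSIG1 and the transcription factor SREBF2 were higher by 1.63 ± 0.29, 1.61 ± 0.13, 1.45 ± 0.18 and 1.39 ± 0.24. The lower member was EBP (-0.55 ± 0.16), named after its value was seen, whose call was lost without monolayer replicate 1 (-0.47) or spheroid replicate 1 (-0.52). For the list, limma's camera gave adjusted p = 4.49e-04, and adjusted p = 0.165 with an estimated correlation. Heat shock genes, cytosolic except for the mitochondrial chaperonins HSPE1 and HSPD1, were lower for 9 of 13 tested and higher for 0 (median -0.73, -1.63 with spike-in scaling, where 0 were higher and 13 lower), and 0 were higher and 10 lower when adjusted over the list alone. The co-chaperones STIP1 and FKBP4, the chaperone HSPH1 and HSPE1 differed by -1.43 ± 0.13, -1.08 ± 0.16, -1.13 ± 0.16 and -1.12 ± 0.10. For heat shock, limma's camera gave adjusted p = 2e-05, and adjusted p = 0.208 with an estimated correlation. Ribosome biogenesis genes were lower for 18 of 22 tested (median -0.79, -1.68 with spike-in scaling, where 0 were higher and 21 lower), and 0 were higher and 18 lower when adjusted over the list alone. MRTO4, PES1 and RRS1, which act in large subunit assembly, differed by -1.24 ± 0.14, -1.15 ± 0.16 and -1.02 ± 0.20. For ribosome biogenesis, limma's camera gave adjusted p = 2.26e-07, and adjusted p = 0.207 with an estimated correlation.

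Interferon-stimulated genes were higher for all 15 members that passed the signal filter, of 21 with a probe set (median 3.36, 2.53 with spike-in scaling, where 13 were higher and 0 lower), and 15 were higher and 0 lower when adjusted over the list alone. Of the 15, 12 had a monolayer mean of 300 units or less and so passed through their spheroid signal. With no filter, 18 of 21 were higher and 0 lower (limma, median 2.98). For this list, limma's camera gave adjusted p = 1.95e-17, and adjusted p = 0.128 with an estimated correlation. Inflammatory genes were higher for 6 of 8 tested, of 18 with a probe set (median 0.95, 0.091 with spike-in scaling, where 1 was higher and 1 lower), and 6 were higher and 0 lower when adjusted over the list alone. The chemokine CXCL8 was higher by 3.53 ± 0.27, NFKB2 by 1.53 ± 0.29, the cytokine LIF by 1.28 ± 0.21 and the inhibitor NFKBIA by 1.07 ± 0.18. With no filter 5 of 18 were higher, and 3 of the 8 tested had a monolayer mean of 300 units or less. For inflammatory genes, limma's camera gave adjusted p = 0.00493, and adjusted p = 0.271 with an estimated correlation; without probe sets ending in _x_at or _s_at the call was lost (median 0.32).

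Epithelial junction and intestinal genes were higher for 12 of 17 tested, of 29 with a probe set (median 0.79, 0.50 with no signal filter and -0.11 with spike-in scaling, where 2 were higher and 2 lower), and 13 were higher and 1 lower when adjusted over the list alone. The tight junction genes CLDN4, CLDN3 and TJP3 were higher by 2.73 ± 0.21, 2.50 ± 0.27 and 1.61 ± 0.34, and CDH1, the gene of E-cadherin, by 1.73 ± 0.19. For the epithelial list, limma's camera gave adjusted p = 5.31e-06, and adjusted p = 0.146 with an estimated correlation. Of 17 mesenchymal genes with a probe set, 6 passed the signal filter, of which 5 were higher and 1 lower (median 1.55), with the same counts, 5 and 1, adjusted over the list alone. The median was 0.92 with a filter of 100 units, 0.45 with none (4 higher and 1 lower of 17) and 0.67 with spike-in scaling (2 higher and 1 lower of 6). LOXL2, a matrix crosslinking enzyme, was higher by 3.56 ± 0.20, the matricellular CCN1 by 2.63 ± 0.27 and S100A4 by 1.81 ± 0.16, while the receptor tyrosine kinase AXL, named after its value was seen, was lower (-0.80 ± 0.19). For the mesenchymal list, limma's camera gave adjusted p = 0.00200, and adjusted p = 0.285 with an estimated correlation. In the WNT and stem cell list, SOX9 (1.24 ± 0.21) and CD44 (0.64 ± 0.11, -0.26 with spike-in scaling) were higher and CCND1 (-0.65 ± 0.13) lower among 7 tested, of 15 with a probe set, with 2 higher and 1 lower adjusted over the list alone. That list was not called (limma's camera, adjusted p = 0.237, and adjusted p = 0.510 with an estimated correlation). Its median was 0.29, 0.087 with no filter, 0.058 without _x_at and _s_at probe sets and 0.51 without spheroid replicate 1. With spike-in scaling the median was -0.55, where 0 were higher and 1 lower.

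Markers of other cell types were mostly too dim to test. Of 19 blood, endothelial and fibroblast markers with a probe set, 2 passed the signal filter, COL1A1 (1.64 ± 0.20) and ACTA2 (1.08 ± 0.26), and both were higher, also adjusted over the list alone (2 higher, 0 lower). With spike-in scaling 0 were called (median 0.51), and with no filter 3 of 19 were higher and 0 lower (limma). The call of ACTA2 was lost without spheroid replicate 1 (0.94). For this list, limma's camera gave adjusted p = 0.0266, and adjusted p = 0.271 with an estimated correlation, and the call was lost without monolayer replicate 2 (median 1.21) and with a filter of 100 units (1.08) or none (0.09). Among 9 genes often used as references, B2M (0.83 ± 0.10, -0.073 with spike-in scaling) and YWHAZ (0.33 ± 0.10, -0.57) were higher and TBP (-0.69 ± 0.19) and POLR2A (-0.68 ± 0.23) lower, with 2 and 2 adjusted over the list alone, and 0 higher and 5 lower with spike-in scaling. YWHAZ lost its call without monolayer replicate 2 (0.30), spheroid replicate 1 (0.34) or spheroid replicate 2 (0.32), TBP without monolayer replicate 2 (-0.62) or spheroid replicate 2 (-0.56), and POLR2A without monolayer replicate 1 (-0.38), spheroid replicate 1 (-0.60) or spheroid replicate 2 (-0.76). The reference list had a median of -0.046 (-0.94 with spike-in scaling, -0.22 without monolayer replicate 1 and 0.11 without monolayer replicate 2), a mean of -0.022 and a camera direction of the opposite sign, and was not called (limma's camera, adjusted p = 0.901, and adjusted p = 0.914 with an estimated correlation).

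**Figure D3:**
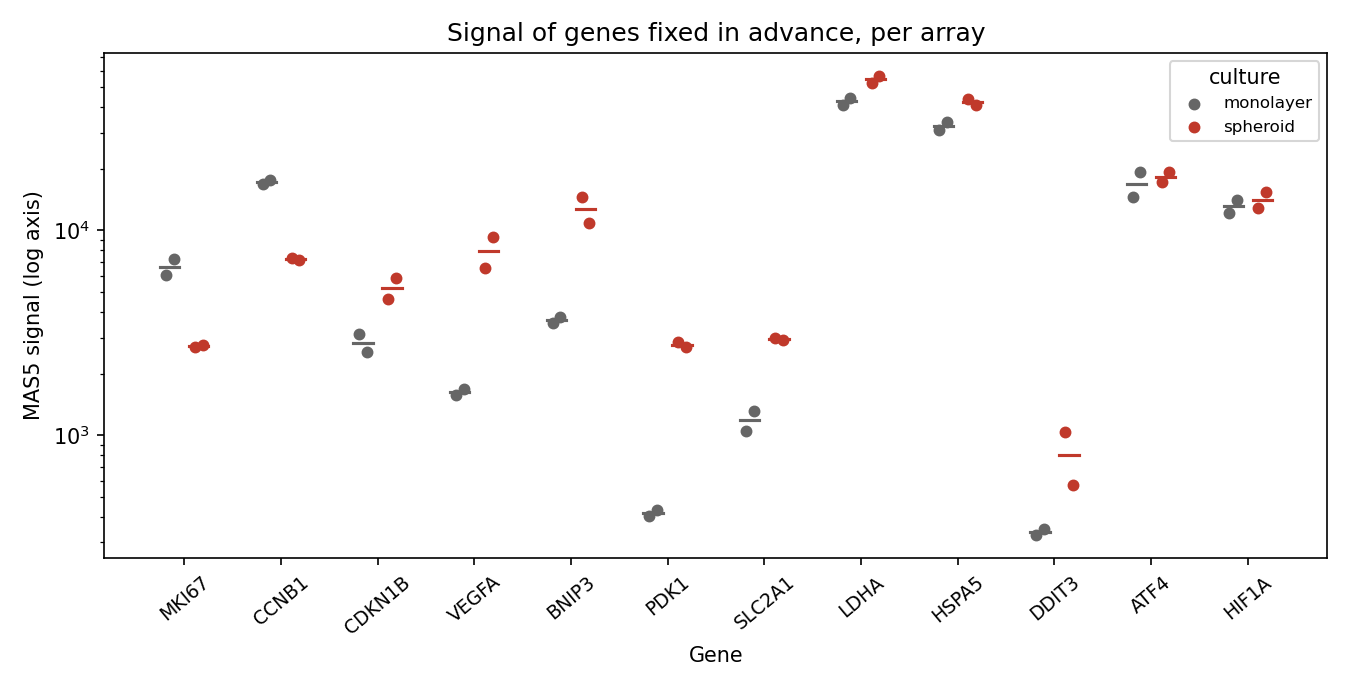
MAS5 signal (y, log axis) of 12 genes fixed before the data were examined (x), with 1 point per array, 2 arrays per culture type, and a bar at each group mean. MKI67 and CCNB1 sit lower and VEGFA, BNIP3, PDK1 and SLC2A1 higher on both spheroid arrays, whereas HIF1A and ATF4 overlap between cultures; with spike-in scaling the differences of CDKN1B, LDHA, HSPA5, ATF4 and HIF1A turn negative.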

Values the study reported

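In its enrichment analysis, the study required a present call and a signal above 300 units, and took nominal P values from 1,000 permutations. It reported a pimonidazole hypoxic fraction of 63±13% in spheroids without drug, which fell to 32±4% after 3 h with VLX600.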

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

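The test of hybridization controls and the test of array order were chosen after the spike-in signals had been seen. The Bacillus control probe sets, which report RNA added during sample preparation and bear on genes only through the alternative scaling, were 1.87-fold brighter in spheroids (mean log2 difference 0.90, SD 0.13 over 12 probe sets). The 2 spheroid arrays were 2.29-fold and 1.53-fold above the monolayer mean. Unequal brightness of the arrays is argued against by the hybridization controls, added later, which differed by 0.10 (SD 0.0810, 9 probe sets). A lower share of mRNA in spheroid RNA and a larger amount of added control cannot be told apart: the lower spheroid array lay 0.48 above the higher monolayer array on the log2 scale, which either would give, and the spheroid arrays differed by 0.58. The growth form itself stays among the open explanations.

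Of 1749 tested probe sets without a single gene name, which enter no comparison above, 328 were called higher and 241 lower in spheroids by limma.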

How the results depend on the processing

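Scaling to spike-in controls was chosen after seeing the data. It gave 157 higher and 3656 lower genes. Through its shift of every gene, it turned the medians of p53 targets (-0.54), cholesterol synthesis (-0.30) and epithelial genes (-0.11) negative. These lists were still called by limma's camera, which compares members with all other genes (adjusted p = 0.0129, 9.89e-04 and 4.60e-06). The differences of CD44 (-0.26), B2M (-0.073), YWHAZ (-0.57), CDKN1B (-0.022), HSPA5 (-0.51), LDHA (-0.55) and CDKN1A (-0.094) also turned negative. They were not called lower (limma, adjusted p from 0.229 to 0.968), and 31 other named genes lost their call. Spike-in signals differed by 0.58 between spheroid arrays and by 0.27 between monolayer arrays on the log2 scale. This scaling passes that spread to every gene. Without _x_at and _s_at probe sets, fewer genes were tested (6094), of which 1118 were higher and 1114 lower. Requiring 2-fold left 647 higher and 336 lower genes. The methods name a t-test without tying it to an assay, and the figure legends give it for assays other than the arrays. That t-test called 1218 higher and 1430 lower genes at an unadjusted p under 0.05, but 1 and 1 after Benjamini-Hochberg, with 2 residual degrees of freedom and no prior. Counting probe sets gave 2674 higher and 2643 lower. With an estimated correlation, hypoxia (median 2.15), glycolysis (0.93) and mitosis (-1.03) lost their calls (adjusted p = 0.128, 0.271 and 0.142). The estimate was below the preset 0.01 for hypoxia (-0.0051), and for cholesterol synthesis (-0.012) and cell cycle arrest (-0.030), which also lost their calls. For these lists a higher correlation among members is argued against as the cause. The estimate was above 0.01 for glycolysis (0.34), mitosis (0.080) and the other lists that lost their calls. Fry called the ER (median 0.27) and autophagy lists (0.10) but not p53 targets, oxidative phosphorylation or inflammatory genes (adjusted p = 0.0594, 0.0738 and 0.0719). The cause of the changes with fry was not tested. With no signal filter, or with no intensity trend, HSPA5, LDHA, YWHAZ and PFKM lost their calls, and with no filter the ribosome biogenesis gene UTP20, POLR2A, MCOLN1 and ETV4 as well. Leaving out each array gave 1208 to 1502 higher and 1362 to 1484 lower genes, where a lone array is assumed to vary like the other group; 33 of the named genes' tests lost their call and 514 kept it or stayed uncalled. With the replicate number as a block (replicate block), 2114 genes were higher and 2301 lower. Deviations of same-numbered arrays correlated at 0.32 across genes, but with 2 pairs and no statement in the labels the numbers were not taken as pairs. Signal near background limits genes that are dim in one culture.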

Other observations

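The gene groups of this paragraph and the next were chosen after their values were seen. They are not independent evidence, and their p-values are not adjusted. Immediate early genes, transcribed within minutes of a stimulus, were higher for 12 of 13 tested members (limma, median log2 difference 3.15, 2.26 with spike-in scaling), of which 4 had a monolayer mean of 300 units or less. Without FOS, NR4A2 and EGR3, which prompted the list, 9 of 10 were higher (median 3.03; limma's camera, p = 8.41e-10, and p = 0.0444 with an estimated correlation). FOSB differed by 3.69 ± 0.49, EGR1 by 3.48 ± 0.14, NR4A1 by 3.47 ± 0.23, JUN by 3.04 ± 0.19 and the phosphatase DUSP1 by 3.03 ± 0.37, while FOSL1 was not called (0.14 ± 0.22).

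Replication-dependent histone genes, whose transcripts normally lack a poly(A) tail, had a probe set for 41 members, of which 7 passed the filter. All 7 were higher (limma, median 2.82, 1.96 with spike-in scaling), but 5 of them had a monolayer mean of 300 units or less, so the filter favours members that are higher in spheroids. With no filter, 10 of 41 were higher and 0 lower (median 0.43, -0.065 with spike-in scaling; limma's camera, p = 2.14e-04, and p = 0.116 with an estimated correlation). H2AC6, H1-2, H2BC21 and H2BC5 differed by 3.68 ± 0.22, 3.34 ± 0.20, 3.20 ± 0.33 and 2.82 ± 0.19. Of 7 tested mitochondrially encoded genes, 2 were higher and 1, ND6, lower (median 0.20, -0.70 with spike-in scaling; limma's camera, p = 0.386, and p = 0.466 with an estimated correlation). Both with spike-in scaling and with no signal filter, 0 of these 7 were higher and 1 lower. The 18S rRNA control probe sets had signals of 5251 and 630.0 in monolayers and 2080 and 659 in spheroids.

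For the interferon-stimulated genes, the test of other cell types was chosen after the result was seen, and the tests of probe sets and of interferon genes before. RNA from blood, endothelial or fibroblast cells is argued against, since 2 of 19 markers with a probe set, COL1A1 and ACTA2, had signals over 300 on both spheroid arrays, and the other 17 were at 122 or less there, although 9 of the 19 were higher on both spheroid arrays and 5 lower, among the higher ones, named after their values were seen, PTPRC (38.1 and 36.3 against 19.4 and 2.02) and LYZ (68.1 and 41.3 against 3.79 and 1.54). Cross-hybridization is argued against as well: without _x_at and _s_at probe sets, 13 of 13 members were still called higher, with a median of 3.54. Whether the cells transcribed interferon genes stays open, as 0 of 17 ligand probe sets were both over 100 units and at least 2-fold above both monolayer arrays, while IFNL2, the 1 over 100 units, was at 107 and 115 against 68.7 and 51.3. The growth form itself stays among the open explanations and was not tested.

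For the immediate early genes, the heat shock test was chosen after the result was seen and the test of later targets before. Stress that raises the tested heat shock genes is argued against by their median of -0.73 (standard error of the median 0.22 from 10000 resamples, 13 genes). It was -0.73 (standard error 0.20) over the 11 left without the mitochondrial HSPD1 and HSPE1. Heat shock genes outside these 13 did not enter the test. Dissociation stress that leaves these genes unraised cannot be judged from them and was not tested. A brief induction at harvest was tested on later targets of ERK signalling, which should not have risen by then. Their median was 0.64 (standard error of the median 0.27, 10 genes), above the bound of 0.5 by less than its standard error. With spike-in scaling their median was -0.25, below that bound. Of the 10 genes, 7 were higher (limma's camera, p = 0.00288, and p = 0.234 with an estimated correlation), among them DUSP4 (1.81 ± 0.23), DUSP5 (1.24 ± 0.18) and SPRY2 (1.17 ± 0.22). The gene ETV4 (-0.88 ± 0.28) was lower, but not without monolayer replicate 1 (-0.81) or spheroid replicate 2 (-0.58). With spike-in scaling 0 of the 10 were higher and 1 lower. Harvest and sustained signalling in spheroids cannot be told apart, since the median did not clear its bound by its standard error. The turn of its sign with spike-in scaling followed from the shift of every gene, so it does not separate them either.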
